A study of Mus musculus with 18 samples.

How the data were processed

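RNA was measured in 18 samples of mouse NIH3T3 cells, an embryonic fibroblast line. Per the labels' protocols, cells of the parental line (called WT here) or of a derived line carrying mouse TRIM21 fused to the fluorescent protein mCherry (called TRIM21 here) were electroporated with PBS, bovine serum albumin (BSA) or an antibody (IgG). Each reaction used 7.5 µg of protein, where protein was given, and 2 pulses of 20 ms at 1400 V. RNA was taken 16 h later, and strand-specific, polyA-enriched libraries were sequenced on a NextSeq instrument, per the labels' protocols.

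The deposited values were raw counts of reads per gene symbol, without normalization and with 1 table per sample. The labels name no aligner, counting program, genome build or annotation. Each table listed 24062 genes and closed with lines for reads given to no gene, and these lines have the names that htseq-count writes. Under that layout, reads over several genes and reads aligned to several places are left out of the gene counts, so a gene that shares sequence with a near-identical copy is counted from its distinct sequence alone. Counts of the Trim21 gene in the TRIM21 line include any read of the introduced fusion that aligned to Trim21 exons.

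Samples were grouped by cell line and treatment as given in the labels, which made 6 groups of 3. The sample titles carry the numbers 10, 11 and 14, each of which occurs once in every group, so these numbers were used as replicate numbers. Whether they pair samples across groups was checked with the correlation, across genes, of the samples' deviations from their group means.

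Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default settings (a minimum count of 10 and a minimum total of 15), which left 12140 of 24062 genes. TMM normalization factors, which ranged from 0.977 to 1.03, were applied, and CPM values (counts per 1e6 reads) below use them. A quasi-likelihood model with 1 mean per group was fitted to all 18 samples (glmQLFit and glmQLFTest, without a replicate block), and p-values were adjusted by the Benjamini-Hochberg method within each comparison with a threshold of 0.05. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. The comparisons were the difference between the lines averaged over treatments, the 3 treatment differences within each line, the same differences averaged over both lines, and the difference between the lines in each treatment difference (the interaction). Lists of 44 interferon response genes, 42 NF-kB target genes and 32 proteasome subunit genes were tested with fry, with adjustment over 15 tests, and the mean log2 fold change of the tested members was taken as the effect. The Trim21 difference was also tested by a two-sided exact permutation test of the log2 CPM values over the 48620 assignments of the 18 samples to 2 lines of 9.

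The design, the gene lists, the first set of alternatives and the rule for naming genes were fixed before the data were examined. The rule names Trim21, the 5 genes with the largest rise and the 5 with the largest fall between the lines among genes with an adjusted p-value under 0.05 that moved the same way in all 9 pairs of samples with the same treatment and number, up to 3 members of each list with an adjusted p-value under 0.05, and the 3 genes with most counts. Genes for treatment and interaction comparisons were to be named under a similar rule, and no gene met it. Gene positions were taken from the GENCODE annotation of the GRCm38 mouse genome by matching symbols, with 22750 matched directly, 935 through an older symbol and 377 not matched. The build used for counting was not stated, so positions describe the symbol and not the authors' counting.

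The alternatives were DESeq2 size factors in the same edgeR model, no filter, a minimum of 10 counts in every sample, the replicate number as a block (alone and with that minimum), limma-voom (limma 3.58.1), the DESeq2 1.42.0 Wald test, camera in place of fry, only the groups compared, and leaving out each sample in turn. An offset for transcript GC content, alone and with the replicate block, was added after seeing the data. It was a lowess curve of each sample's deviation from the mean log2 CPM on the GC content of the longest annotated transcript, known for 99.3% of the tested genes.

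The procedure was tested on simulated counts drawn from the means, library sizes and dispersions of these samples. With 200 genes changed in 1 group, edgeR recovered 34.3% of genes changed 1.5-fold, 88.1% of those changed 2-fold and 98.5% of those changed 4-fold, with 12 false calls. With 20 genes changed it recovered 0 of 7 at 1.5-fold, 6 of 7 at 2-fold and 5 of 6 at 4-fold. These simulations contained no deviation shared between genes, so they give an upper bound on recovery. In simulated counts with a tilt by GC content added to each sample, 69.5% of 200 changed genes were recovered without the GC offset, with 6 false calls, and 73.5% with it, with 12 false calls.

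The 18 samples held 19509017 to 29766433 gene-assigned reads. A gene with 3 counts, taken as the smallest detectable amount, had 0.101 to 0.154 CPM before TMM scaling at these depths. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. The biological coefficient of variation was 13.2%, so for most genes the spread between samples and not the depth set the precision. The lines for reads aligned to several places were not used here, because they may count alignments and not reads. The mCherry sequence was not analysed here.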

Results

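TRIM21 is an E3 ubiquitin ligase that binds the constant part of antibodies, and an antibody brought into the cytosol can direct it to the antibody's target for degradation. The series compared mRNA profiles after electroporation of an antibody, BSA or PBS into fibroblasts with and without introduced mCherry-mTRIM21. Each of the 6 combinations of line and treatment had 3 samples. The TRIM21 samples held 20314542 to 29766433 gene-assigned reads (n = 9) and the WT samples 19509017 to 26521824 (n = 9). The share of counted reads that fell outside annotated genes was 13.1% to 18.8%. The 3 genes with most counts, Eef1a1, Vim and Lox, together took 1.89% to 2.61% of the gene counts, so no small group of genes dominated any library. Pairs of samples of the same group had a chi-square per degree of freedom of 10.6 to 82.0, more than counting noise gives for 1 library deposited again. This does not show that the samples were prepared independently, and they were treated as replicates because the labels list them as separate samples.

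Trim21 was examined first, because it is the gene that sets the lines apart. Trim21 (chromosome 7, 102557921 to 102565486, minus strand, GRCm38, protein coding) had 19900 to 32225 counts in the 9 TRIM21 samples and 142 to 223 in the 9 WT samples. These counts corresponded to 1038 ± 63.6 CPM (SD, n = 9) and 8.02 ± 1.13 CPM (SD, n = 9). The log2 fold change was 7.02 (SE 0.096, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.32e-19), and it was higher in 9 of 9 pairs. An exact two-sided permutation test gave p = 4.11e-05, the smallest value that 48620 assignments can give. Trim21 took 0.0965% to 0.117% of the gene counts in the TRIM21 line. Among the alternatives that kept all samples, the log2 fold change moved most with the replicate block and a GC offset together, to 7.03, and in that fit the numbers pairing the samples were taken from the labels. With the block alone it was 7.02, and the pairing check gave a same-number correlation of 0.218.

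**Figure D1:**
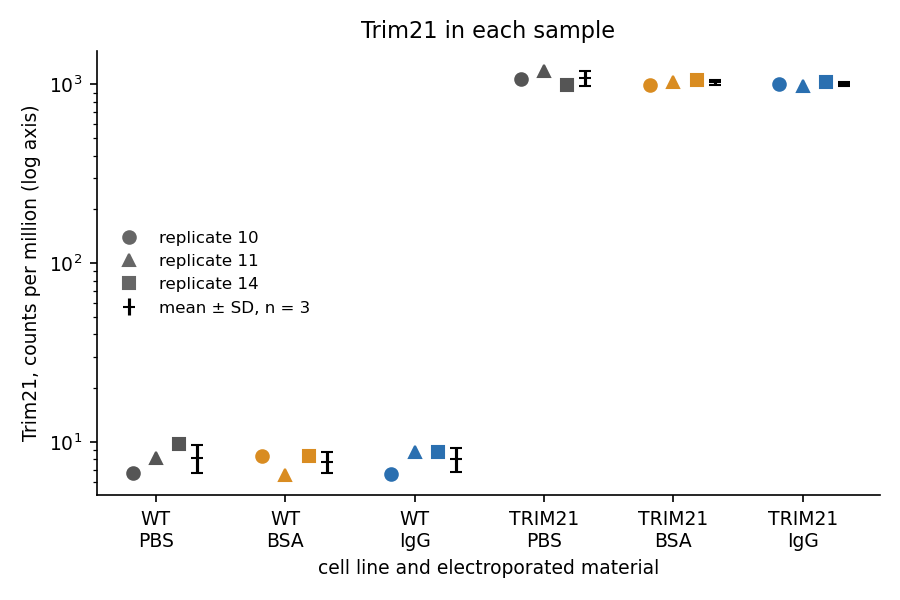
Trim21 in CPM on a log axis for each of the 18 samples, by line and treatment, with marker shape for the replicate number and black bars for the mean ± SD of 3 samples. The 9 TRIM21 samples had 19900 to 32225 counts and the 9 WT samples had 142 to 223.

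Trim21 did not differ between treatments. In the TRIM21 line it was 1082 ± 100.0 CPM after PBS, 1026 ± 29.2 after BSA and 1006 ± 25.5 after IgG (SD, n = 3 each). In the WT line it was 8.18 ± 1.5 CPM after PBS, 7.78 ± 1.08 after BSA and 8.08 ± 1.25 after IgG (SD, n = 3 each). The log2 fold change of IgG against PBS was -0.11 in the TRIM21 line (SE 0.125, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.791) and -0.018 in the WT line (SE 0.145, adjusted p = 1).

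The first principal component of the tested genes held 35.1% of the variance and separated the lines, with scores above 0 in all 9 TRIM21 samples and below 0 in all 9 WT samples. The second component (16.0%) did not order the samples by line or treatment. The fourth component (8.72%) was above 0 in all 6 samples numbered 10 and below 0 in the 12 others. The TRIM21 PBS sample numbered 11 lay farthest from the rest, with scores of 46.1 on the first component and 24.9 on the second.

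**Figure D2:**
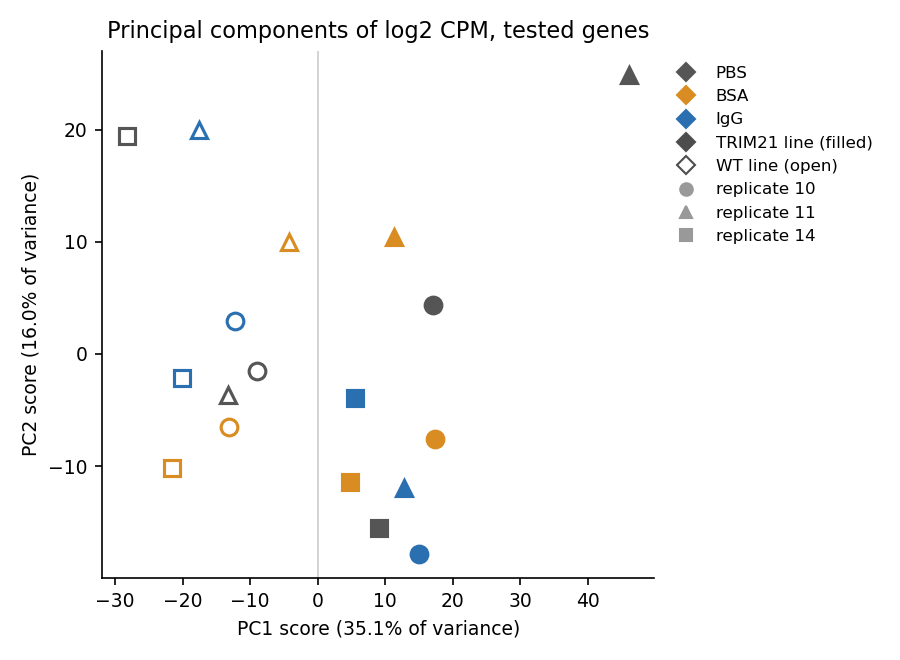
Scores of the 18 samples on the first (35.1% of variance) and second (16.0%) principal components of log2 CPM over the tested genes, with colour for treatment, filled markers for TRIM21 and open markers for WT, and shape for the replicate number. The lines lie on opposite sides of 0 on the first component, and the treatments overlap within each line.

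The comparison of the lines asked how far carrying the TRIM21 fusion goes with other expression differences. Averaged over treatments, 750 of 12140 genes differed with an adjusted p-value under 0.05 in the edgeR quasi-likelihood test, 169 higher and 581 lower in the TRIM21 line. The samples came from a single derived line and its parental line, so the p-values measure spread between samples and not between derived lines. An effect of the fusion could not be separated from other differences between these lines. Of these, 152 changed at least 2-fold, 19 upward and 133 downward. The direction was the same in all 9 same-treatment, same-number pairs for 514 of the 750 genes (68.5%). The replicate numbers were the grouping besides line and treatment found in the labels, and the line effect was recomputed within each. Within number 10, 11 and 14, with 3 samples of each line, 315, 49 and 259 genes passed the threshold, and all 750 genes, chosen on the same samples, had the same direction in each.

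The number of genes depended on how the spread between samples was modelled. Samples with the same number deviated together, with a mean correlation of 0.218 across genes against -0.109 for samples with different numbers (exact one-sided p = 0.000514 over 7776 renumberings). Deviations from a group mean cancel within each group, so the second correlation follows largely from the first and is no separate evidence. The pairing was taken from the labels. With the number as a replicate block 1462 genes passed, against 750 without it, 526 higher and 936 lower. The alternative that moved the count most was the replicate block with a GC-content offset, at 2364 genes, 1075 higher and 1289 lower.

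After Trim21, the largest rises were in genes with few counts. Cxadr (chromosome 16, 78301489 to 78359774) had 3 to 14 counts per TRIM21 sample, or 0.372 ± 0.213 CPM (SD, n = 9), and 0 in every WT sample, where 3 counts would have been 0.113 to 0.154 CPM before TMM scaling. Its log2 fold change of 6.04 had an SE of 0.920 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00172), and its size depends on the small value that edgeR adds to a count of 0. Dio2 (chromosome 12, 90724552 to 90738438) rose from 0.106 ± 0.0766 to 1.55 ± 0.289 CPM (SD, n = 9 each), a log2 fold change of 3.87. Ldb2 (chromosome 5, 44472132 to 44799680) rose from 0.0801 ± 0.0368 to 1.12 ± 0.182 CPM, a change of 3.74. Alk (chromosome 17, 71868972 to 72604627) rose from 0.178 ± 0.0747 to 0.657 ± 0.260 CPM, a change of 1.93. The adjusted p-values of Dio2, Ldb2 and Alk were 1.75e-08, 2.91e-09 and 0.000342 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. All 4 genes are protein coding, and each was higher in 9 of 9 pairs. The WT means of Dio2 and Ldb2 also lay below the 0.113 to 0.154 CPM taken as detectable, so the sizes of their changes are rough.

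Of the 5 largest falls, 4 were in genes of the Y chromosome. Ddx3y (1260771 to 1286629) had 136 to 231 counts per WT sample and 0 to 2 per TRIM21 sample, and its log2 fold change was -8.91 (SE 0.286). Kdm5d (897788 to 956786) had 54 to 91 counts and 0 to 1, with a change of -7.73 (SE 0.305). Eif2s3y (1010543 to 1028847) had 100 to 155 and 0 to 2, with a change of -7.50 (SE 0.247). Uty (1096861 to 1245759) had 49 to 81 and 0 to 2, with a change of -6.97 (SE 0.308). Their adjusted p-values were 3.05e-12, 4.51e-11, 2.94e-13 and 2.20e-11 (edgeR quasi-likelihood, Benjamini-Hochberg). Each has a similar copy on the X chromosome, and none of the 4 copies passed the threshold. In the fit with the replicate block 1 of the copies did, at a log2 fold change of 0.22 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0336), and Ddx3y changed by -8.91. The pairing was taken from the labels (same-number correlation 0.218). The fifth was Rnpepl1 (chromosome 1, 92910783 to 92924384), with 9 to 29 counts per WT sample, 0 to 1 per TRIM21 sample and a change of -5.70 (SE 0.492, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.14e-06). All 5 are protein coding and were lower in 9 of 9 pairs. Their TRIM21 counts were all below the 3 taken as detectable, so the sizes of these falls depend on the small value that edgeR adds. Across the 18 fits that each left out 1 sample, the Ddx3y change ran from -9.49 to -8.68.

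Within the TRIM21 line, IgG was compared with PBS to ask whether delivering an antibody changes the mRNA profile when TRIM21 is abundant. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes passed, the smallest adjusted p-value was 0.724, and 681 genes had an unadjusted p-value under 0.05 where 607 are given by chance. IgG against BSA, which sets the antibody against another protein, also gave 0 genes, with 45 at an unadjusted p-value under 0.05. BSA against PBS gave 0 genes, with 447 at an unadjusted p-value under 0.05. With the replicate block these 3 comparisons again gave 0 genes, but 1419, 70 and 1108 had an unadjusted p-value under 0.05, and the smallest adjusted p-value for IgG against PBS was 0.408. With the block and a GC-content offset these 3 comparisons had 0 genes, and 1779, 83 and 1744 at an unadjusted p-value under 0.05. The count was thus nearly as high for BSA against PBS as for IgG against PBS. Both comparisons use the same PBS samples, so their counts are not independent. IgG against BSA, which does not use them, stayed far below the 607 given by chance in all of these fits. The block's pairing was taken from the labels. The same-number correlation was 0.218 over all groups, and 0.0986, 0.221 and 0.271 between the groups of these 3 comparisons, so it was weak for IgG against PBS. In simulated counts at this number of samples with 200 genes changed, 88.1% of genes changed 2-fold were recovered but 34.3% of those changed 1.5-fold. With 20 genes changed, 0 of 7 were recovered at 1.5-fold, 6 of 7 at 2-fold and 5 of 6 at 4-fold. These recoveries are an upper bound. Changes smaller than 2-fold could thus have gone undetected, and so could some larger changes.

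The same comparisons in the WT line asked what electroporated protein does without the fusion. IgG against PBS, IgG against BSA and BSA against PBS each gave 0 genes with an adjusted p-value under 0.05, with 325, 713 and 302 genes at an unadjusted p-value under 0.05. The smallest adjusted p-values were 1, 0.741 and 0.982 (edgeR quasi-likelihood, Benjamini-Hochberg). With the replicate block each again gave 0 genes, with 554, 1175 and 491 at an unadjusted p-value under 0.05, the pairing being taken from the labels. The same-number correlation was 0.218 over all groups, and 0.0640, 0.306 and 0.0741 between the groups of these 3 comparisons.

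Averaging the treatment differences over both lines gave 0 genes for IgG against PBS, IgG against BSA and BSA against PBS, with 670, 125 and 118 genes at an unadjusted p-value under 0.05. With the replicate block, IgG against PBS over both lines gave 1 gene, against 0 without the block. Its log2 expression fell by 0.55 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0338). In that fit the pairing was taken from the labels, and the same-number correlation was 0.218. Whether a treatment difference depended on the line was tested by the interaction, which gave 0 genes for IgG against PBS, IgG against BSA and BSA against PBS, with 221, 482 and 790 genes at an unadjusted p-value under 0.05. The interaction with the replicate block gave 0 genes in each, with 556, 812 and 1497 at an unadjusted p-value under 0.05. With the block and a GC-content offset it again gave 0 genes in each, with 873, 894 and 2130.

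**Figure D3:**
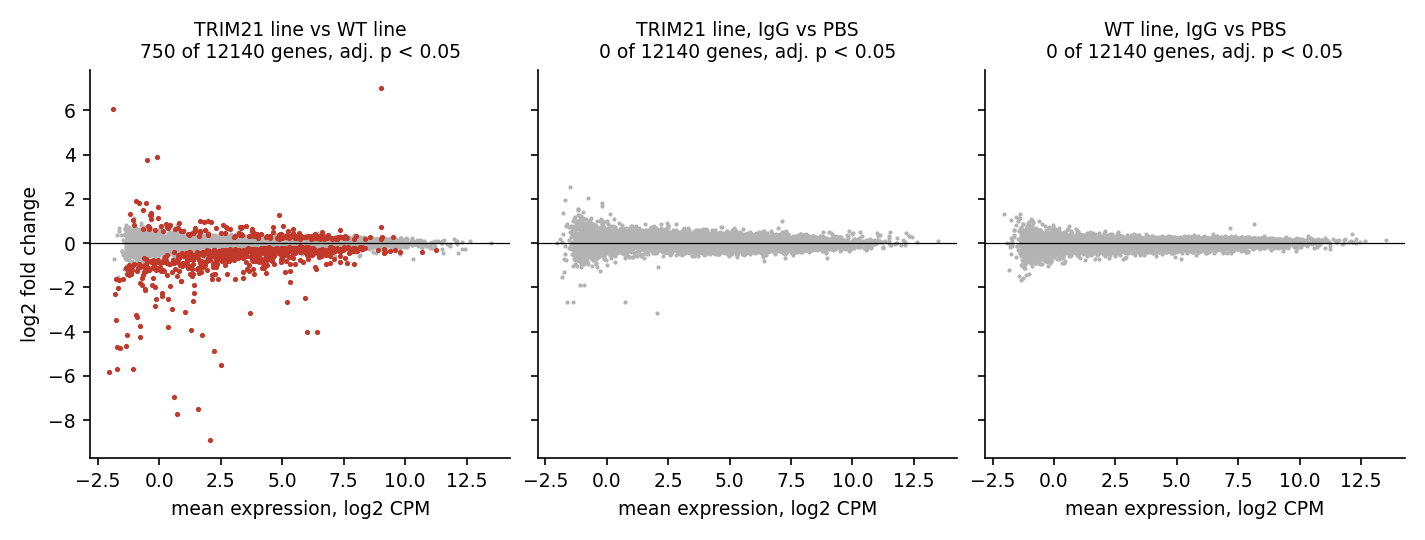
Log2 fold change against mean expression (log2 CPM) for the 12140 tested genes, for the TRIM21 line against the WT line, for IgG against PBS in the TRIM21 line and for IgG against PBS in the WT line, with genes at an adjusted p-value under 0.05 in red and the others in grey. The line comparison has 750 red points and the other comparisons have 0.

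The gene lists asked whether immune or proteasome genes moved together. Of the listed genes, 30 interferon response genes, 29 NF-kB target genes and 32 proteasome subunit genes were expressed highly enough to be tested. None of the 15 tests passed after adjustment (fry in edgeR, Benjamini-Hochberg), and 2 had an unadjusted p-value under 0.05. The alternative that moved the calls most was camera, which assumes a fixed small correlation between genes and called 6 of the 15. In the TRIM21 line, the mean log2 fold change of IgG against PBS was 0.27 for the interferon response genes, with 26 of 30 higher (adjusted p = 0.478, camera 0.000177). It was 0.039 for the NF-kB targets, with 18 of 29 higher (adjusted p = 0.845). It was -0.22 for the proteasome subunits, with 1 of 32 higher (unadjusted p = 0.0439, adjusted p = 0.363, camera 1.74e-12). Without the TRIM21 PBS sample numbered 11, the interferon and proteasome values were 0.094 and -0.086. Other omissions enlarged them, to 0.46 for the interferon genes without the TRIM21 PBS sample numbered 14. The proteasome value was -0.27 without the TRIM21 PBS sample numbered 10. In the WT line the same comparison gave -0.094, -0.070 and -0.032, with adjusted p-values of 0.868, 0.845 and 0.868.

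Against BSA, IgG gave mean log2 fold changes of 0.13, 0.050 and 0.018 for the interferon, NF-kB and proteasome genes in the TRIM21 line, with adjusted p-values of 0.845, 0.868 and 0.941 (fry, Benjamini-Hochberg). In the WT line the values were -0.033, -0.059 and -0.15, with adjusted p-values of 0.963, 0.845 and 0.478. Leaving out 1 sample moved these values. In the TRIM21 line the interferon value ran from 0.024 to 0.26 and the NF-kB value from 0.0030 to 0.12. In the WT line the proteasome value ran from -0.23 to -0.12. The WT NF-kB value ran from -0.16 to -0.075, a range that does not hold the value from all samples. The filter was run anew on the remaining samples in each of these fits. The members averaged could thus differ, so such moves do not reflect the omitted sample alone.

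Between the lines, the interferon response genes were lower in the TRIM21 line by a mean log2 fold change of -0.23, with 4 of 30 higher (fry, unadjusted p = 0.0483, Benjamini-Hochberg adjusted p = 0.363). The NF-kB targets changed by -0.096 (adjusted p = 0.717) and the proteasome subunits by 0.087 (adjusted p = 0.478). Under the replicate block the interferon, NF-kB and proteasome changes were -0.24, -0.10 and 0.089 (fry, adjusted p = 0.108, 0.198 and 0.210). With the block and a GC-content offset the adjusted p-values were 0.0690, 0.0305 and 0.242, so the NF-kB change passed in that fit. The pairing was taken from the labels (same-number correlation 0.218). Single members passed the threshold of the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment in this comparison. Cmpk2 (chromosome 12, 26469204 to 26479837) changed by -0.84 (SE 0.196, adjusted p = 0.0146), from 1.32 ± 0.293 to 0.720 ± 0.251 CPM (SD, n = 9 each), and was lower in 9 of 9 pairs. Ifi44 (chromosome 3, 151730922 to 151749960) changed by -0.94 (SE 0.274, adjusted p = 0.0484), from 2.79 ± 0.904 to 1.46 ± 0.709 CPM, and was lower in 9 of 9 pairs. Ifit2 (chromosome 19, 34550694 to 34576419) changed by 0.33 (SE 0.0938, adjusted p = 0.0428), from 19.9 ± 2.14 to 25.03 ± 4.17 CPM, and was higher in 7 of 9 pairs. Its adjusted p-value was 0.0503 with a minimum of 10 counts in every sample. Ccl2, an NF-kB target (chromosome 11, 82035571 to 82037453), changed by 0.28 (SE 0.0691, adjusted p = 0.0205), from 43.9 ± 5.54 to 53.1 ± 6.45 CPM, and was higher in 8 of 9 pairs. When single samples were left out, Ifit2, Ifi44 and Ccl2 no longer passed the threshold in 13, 10 and 4 of 18 fits.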

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

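The tests here were chosen after the result they bear on was seen. The mean of the proteasome subunit genes differed from the BSA samples in opposite directions in the lines when IgG was compared with BSA, although the change in the TRIM21 line was close to 0. Relative to the mean of the BSA samples, the mean log2 expression of the list was higher in all 3 IgG samples of the TRIM21 line, by 0.0089 to 0.035, and lower in all 3 of the WT line, at -0.21 to -0.088. The difference between the lines in the mean log2 fold change was 0.17. The difference itself was tested and did not pass (fry on the interaction, unadjusted p = 0.263, Benjamini-Hochberg adjusted p = 0.519 over 6 tests). GC content as the source would have shrunk the difference by most of its size, and with a GC-content offset it was 0.18. Swapping IgG and BSA within same-number pairs gave a difference as large in 6 of 32 splits, so the pattern could not be told apart from chance and no biological explanation is offered. In the TRIM21 line 16 of 32 members were higher, at a mean of 0.018 (fry, unadjusted p = 0.878), against 3 of 32 in the WT line at -0.15 (unadjusted p = 0.159). Leaving out 1 BSA sample turned the change of the list in the TRIM21 line from 0.018 to -0.040.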

How the results depend on the processing

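The Trim21 log2 fold change of 7.02 kept its direction and its side of the threshold under every alternative run for it, from 6.97 to 7.06 across the 18 fits that each left out 1 sample. For the 12 treatment and interaction comparisons, which had 0 genes past the threshold and 45 to 790 at an unadjusted p-value under 0.05, the count stayed at 0 under every alternative run, with 1 exception. Over both lines, IgG against PBS gave 1 gene with the replicate block, 1 with the block and a minimum of 10 counts, 1 with the block and a GC-content offset, and 1 with the DESeq2 Wald test, against 0 in the edgeR fit without a block or an offset. The GC-content offset was chosen after seeing the data. The pairing was taken from the labels, and its check gave a same-number correlation of 0.218. The cause was not tested.

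The number of genes that differed between the lines, 750, moved to 1462 with the replicate block, 1251 with the block and a minimum of 10 counts, 1159 with the GC-content offset and 2364 with the block and that offset. Across the 18 fits that each left out 1 sample it was 517 to 1268, with 93 to 396 genes higher and 423 to 872 lower. It was 735, 814, 588, 735 and 1039 with DESeq2 size factors, no filter, a minimum of 10 counts, limma-voom and DESeq2. The share that was lower fell from 77.5% to 64.0% with the block, 67.3% with the offset and 54.5% with both. Among changes of at least 2-fold it was 87.5% in each of these 4 fits, where a block leaves fold changes nearly as they were. The block's pairing was taken from the labels, with a same-number correlation of 0.218.

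With camera, 6 set results passed that fry did not call, at the same mean log2 fold changes. These were the interferon set in TRIM21 IgG against PBS (0.27), TRIM21 IgG against BSA (0.13) and the lines (-0.23), and the proteasome set in TRIM21 IgG against PBS (-0.22), WT IgG against BSA (-0.15) and the lines (0.087). With the replicate block and a GC-content offset, the NF-kB set passed between the lines at -0.11 (fry, Benjamini-Hochberg adjusted p = 0.0305).

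The direction of 6 set results was reversed in some fits that left out 1 sample, and none of these passed the threshold. The ranges were -0.016 to 0.12 for the NF-kB set in TRIM21 IgG against PBS, -0.040 to 0.081 for the proteasome set in TRIM21 IgG against BSA and -0.19 to 0.075 for the interferon set in WT IgG against PBS. They were -0.099 to 0.022 for the proteasome set in WT IgG against PBS, -0.14 to 0.10 for the interferon set in WT IgG against BSA and -0.11 to 0.0056 for the NF-kB set between the lines. Each of these fits ran the filter anew, so the members averaged could differ as well as the samples. Which of these turned the direction was not tested. Among single named genes, 28 fits gave a weaker result: 27 that left out a sample (Ifit2 13, Ifi44 10, Ccl2 4) and 1 with a minimum of 10 counts (Ifit2). The other named genes kept their calls wherever they were tested.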

Other observations

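Several tests here were chosen only after the result was seen: those of depth and X-linked copies for the Y genes, of size factors, dominant genes and the GC offset with the block for the excess of lower genes, of depth and reads outside genes for the sample that lay apart, the splits for the chromosome shifts, and the splits counted at an unadjusted p-value. The others were set before their own result was seen, but on patterns already noticed in these data.

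All 4 tested Y-linked genes were nearly absent from the TRIM21 line. Together they had 0 to 4 counts per TRIM21 sample and 374 to 538 per WT sample, or 0.0784 ± 0.0581 against 20.0 ± 2.33 CPM (SD, n = 9). Depth differed too little to explain this, with a ratio of mean gene-assigned reads of 1.06. Reads moved to the X-linked copies would appear there as a gain. The copies gained 1.38 times the CPM that the Y genes lost, but the gain was not distinguishable from 0 (612 ± 34.9 against 585 ± 51.4 CPM, two-sided exact permutation p = 0.20). With pairs of the same treatment and number, taken from the labels, it was higher in 5 of 9 pairs (exact permutation of signs, two-sided p = 0.270). In the fit with the replicate block 1 of the 4 copies passed the threshold, rising by 0.22 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0336), and Ddx3y still changed by -8.91. The same-number correlation was 0.218. A part played by reads moved to the copies was thus not excluded. A candidate explanation is loss of the Y chromosome in cells that gave rise to the TRIM21 line. The other Y-linked genes were too low to test it, with 3 counts in all TRIM21 samples and 7 in all WT samples, or 42.9%.

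More genes were lower than higher in the TRIM21 line, at 77.5% of the 750. With DESeq2 size factors the share was 76.5%, and the 3 genes with most counts took a share of the counts that differed by -0.0907 percentage points in the TRIM21 line. The log2 fold change was weakly related to transcript length or GC content across genes, which are not independent replicates (larger Spearman rho 0.0696). Among genes above the median expression 67.4% of 233 were lower, and among the others 82.0% of 517. Of all tested genes, significant or not, 46.0% were lower. TMM normalization centres most fold changes, so that share could not show what lay behind the excess. With the replicate block and a GC-content offset together the share was 54.5% of 2364 genes, so most of the excess may reflect which small changes passed the threshold. The block's pairing was taken from the labels, with a same-number correlation of 0.218, and 1462 genes passed with the block alone. Among changes of at least 2-fold in the fit with both, 87.5% were lower. The share was 87.5% without the block and offset too. In this balanced design a block leaves fold changes nearly as they were, so this could not show whether replicate number plays a part. The GC-content offset alone moved the number of genes passing from 750 to 1159. Among changes of at least 2-fold it left 133 of 152 lower, the same as without it, which argues against GC content as the source of these large falls. A candidate explanation for the large falls is that the TRIM21 line descends from few cells and lost expression of genes that a mixed parental culture expresses, which these data cannot test.

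The deviations of single samples from their group means were related to transcript GC content, with Spearman correlations across genes from -0.584 to 0.613. These values are given without an explanation.

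Genes of chromosome 10 were shifted together between the lines, by a small amount. Against 10000 random gene lists matched on expression, the median log2 fold change of 9 of 20 chromosomes stood apart. After the trend with length and GC content was removed, all 9 still did, and 3 others joined them to make 12. The removal also centred the values on a mean of 0, and the median of every chromosome rose. It went from -0.073 to -0.048 on chromosome 10, from -0.020 to 0.0045 on chromosome 1 and from 0.058 to 0.074 on chromosome 19. A rise shared by all chromosomes is not a sign of length or GC content. The medians of chromosomes 1, 3, 14 and X turned from below 0 to above 0 with this centring. Before the removal the medians ran from -0.073 on chromosome 10, where 69.3% of 584 genes were lower, to 0.058 on chromosome 19. Within number 10, 11 and 14 the chromosome 10 median was -0.065, -0.068 and -0.065. Of the 9 chromosomes, 8 had a median of the same sign within every number, and chromosome 3 did not (0.0079, -0.0037 and -0.036). Swapping line labels within pairs gave a largest chromosome shift as large in 1 of 100 splits, the real one. That real shift, 0.087 in size from the median of all tested genes, is the one of chromosome 10. The largest shift in the other splits reached 0.065. These splits keep part of the line difference, and their largest shift may be that of chromosome 10 itself. They could thus not decide whether the other 8 chromosomes stand apart. Loss of every copy of a segment covering a whole 10-megabase stretch, in every cell, would leave that stretch of chromosome 10 far lower. The lowest median among 13 stretches was -0.14, which argues against such a loss. A shorter segment, or loss of only part of the copies, could leave a smaller fall, so neither was excluded. The stretches were uneven. All 13 medians were below 0, but the nearest to 0 was -0.0049, and the stretch with most genes (124) had -0.016. A difference in copy number of the chromosome or of parts of it, present in some of the cells, may underlie this, and loss of a segment in some of the cells was not tested. Random lists treat genes as independent, and neighbouring genes may share regulation, so that hypothesis rests on the splits, and concerns chromosome 10 alone.

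The TRIM21 PBS sample numbered 11 held 13.9% of all squared deviations from the group means, and the next highest share was 9.08%. It had the fewest genes with counts of the 18 samples (13840) and the lowest share of counts in the 3 top genes (1.89%). Its depth ranked 3 from the lowest of 18, the size of its relation to length or GC content ranked 17 from the highest, and its share of reads outside genes ranked 8 from the lowest. Depth, the relation to length or GC content and reads outside genes did not set it apart, while the number of genes with counts and the share of the 3 top genes did. What lay behind these was not tested, and no biological explanation was tested. No test of this single sample against the spread pooled over the groups was run.

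Swapping line labels within same-treatment, same-number pairs gave as many as 750 genes in 1 of 100 splits, the real one, and the next highest count was 176. The mean change of the interferon, NF-kB and proteasome sets between the lines was reached in 3, 2 and 24 of the 100 splits. These shares are not adjusted for the number of tests. For the interferon and NF-kB sets they were lower than the unadjusted p-values of fry without a block (0.0483 and 0.287), so the failure of those 2 sets to pass between the lines is not firm. The pairing was taken from the labels (same-number correlation 0.218), and with the replicate block the set changes were -0.24 and -0.10 (adjusted p = 0.108 and 0.198). For treatments, labels were swapped within same-number pairs. Single-line comparisons allow 4 such splits, so the share is never under 0.25. As many genes at an unadjusted p-value under 0.05 were found in 2, 3 and 2 of 4 splits in the TRIM21 line for IgG against PBS, IgG against BSA and BSA against PBS, and in 3, 1 and 2 of 4 in the WT line. Over both lines the numbers were 9, 12 and 28 of 32 splits, and for the interaction 21, 4 and 5 of 32. For the interferon, NF-kB and proteasome sets, a mean change as large was found in 1, 3 and 1 of 4 splits for IgG against PBS in the TRIM21 line and 1, 1 and 4 of 4 for IgG against BSA. In the WT line the numbers were 3, 1 and 3 of 4 for IgG against PBS and 4, 1 and 1 of 4 for IgG against BSA.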
